A study of Rattus norvegicus with 12 samples. Its data were reported in "Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis" (2022).

How the data were processed

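Crotonylation of lysine 9 on histone H3 (H3K9cr) is a histone acylation mark found at the start of active genes. It was mapped by chromatin immunoprecipitation sequencing in the cerebral cortex of Wistar rats operated on as neonatal pups. The series held 12 libraries in 3 conditions, with 2 immunoprecipitated (IP) and 2 input libraries in each. Sham rats had surgery without injury. HIBD rats had hypoxic-ischemic brain damage, made by tying off a carotid artery and lowering oxygen. HIBD + SB rats had the same injury followed by sodium butyrate, a short chain fatty acid salt that inhibits histone deacetylases. Per the study, butyrate was given into the stomach once daily for 2 weeks, with saline in Sham and HIBD rats. Cortex was taken from the infarct side. The day of tissue harvest is not given, and after a treatment of this length the lists need not show an acute response. Groups were taken from the titles in the labels. The 6 IP libraries carry 6 distinct antibody catalogue numbers in the labels, while the methods of the study name a single antibody; the labels may be in error, and whether every library used the same product stays open.

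Per the submitters' processing notes, reads were trimmed with cutadapt 1.9.1, aligned with Bowtie2 2.2.4 to the rat build rn5, and peaks of IP over input were called with MACS. The authors deposited 1 peak list per condition, annotated with RefSeq transcripts in 1 row per peak and transcript. Whether the 2 IP libraries of a condition were pooled before calling, or duplicates removed, is not given in the sources used here. In each deposited list the summit pileup is a signal in whole fragments, and the fold enrichment is the authors' ratio of summit height plus 1 to local background plus 1. The authors' columns of significance hold −log10 values of p and q, although their headers name a larger scale: the Poisson upper tail of the height over the background gave the deposited −log10 p within 0.00035 in every peak of the lists. The smallest of these values were 4.02 in Sham, 4.05 in HIBD and 4.03 in HIBD + SB, next to the calling threshold of 0.0001 that the peak names carry. The local background was recovered from height and fold, and its lowest value, which in this caller scales with the number of IP reads and the fragment length, served as a relative measure of depth, since read totals were not used here.

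Peaks were counted once each, and a promoter peak was one whose midpoint lay within 2000 bp of a transcription start site (TSS), which is the definition of the promoter class in every deposited row. The other classes given by the authors are exon, intron, upstream (up to 20000 bp before a TSS) and intergenic. A gene with a promoter peak was a distinct symbol with at least 1 such peak. Peaks of separate lists were called shared when they overlapped by at least 1 bp. Chance overlap was taken from 100 random placements of the peaks on their chromosomes and, as an alternative chosen after seeing the data, from 100 shifts of each peak by 10000 to 100000 bp. Chance for genes present in a pair of lists and absent from the third was simulated 1000 times, drawing detection in each list from its own rate within 5 strata of fold enrichment in a reference list. A second chance model, chosen after seeing the data, gave each list 1 detection weight for all genes.

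The 16 gene lists and 3 gene families were fixed before the data were examined, as was the rule for named genes. The rule took, for Sham against HIBD and for HIBD against HIBD + SB in each direction, the 10 genes with the highest promoter fold in a list among genes with no peak assigned in the other and no overlapping peak there; the 5 genes with the highest promoter fold per list; the 10 with the highest Sham fold among genes with promoter peaks in Sham and HIBD + SB and no peak in HIBD; and the neurotrophic factors with Ogdh, Acads, Acss2, Ep300, Crebbp, Hdac1, Hdac2 and Hdac3. Ties were ordered by symbol and unnamed loci were counted without naming. The background of the lists was 18539 protein-coding genes with a curated RefSeq transcript in a table of the later assembly GRCr8, used for names only. Its accessions covered 95% of the rows in Sham, 95.1% in HIBD and 95.2% in HIBD + SB. Ep300, Kat6b and Amy2 had no single match there and are not analysed here, and some single genes of the lists are not reported here by name. The number of list members with a promoter peak was placed as a percentile among 10000 random lists of the same size, and the number absent from a second list among 10000 random lists matched on 5 strata of fold.

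With 1 list per condition no list has a replicate. No p-value, SD or test between conditions is therefore given, and percentiles describe these lists only. Shares carry 95% Wilson intervals, which cover counting error alone. The fold of a peak is the authors' value and was used to describe, rank or filter peaks within its own list, except in the alternatives with a fold minimum, which hold the 3 lists to 1 fold although folds depend on the background of each list. A gene without a listed peak can still carry signal below the calling threshold, which was not used here. Tested on simulated data, the overlap step found 200 of 200 planted overlaps among 23847 Sham peaks with 0 false ones. Of random lists of 30 genes drawn from 18539, 2.2% lay above the central 95% of the random draws, against 72.8% of lists with a 2-fold share. For genes absent only from HIBD, the list-wide model kept 100% of simulations with nothing planted inside its range and placed 96% of those with 200 planted genes above it. Thinning summits simulated from the 23847 Sham heights left 66.1% past the threshold, against 65.5% of summits drawn at the lower depth. For such simulated summits the match follows by construction, so it checks the code only. It does not cover the selection of real summits by the caller. The alternatives were a stricter q, a fold minimum, equal list length, autosomes alone, promoter windows of 1000 and 5000 bp, a reciprocal overlap of 50% and a gap of 1000 bp. Added after seeing the data were a fold of at least 4, rows of peak and transcript as the unit, removal of summits over 30, and an equal background depth. For the last, summit heights of Sham and HIBD + SB were thinned at random to the background of HIBD in 2 ways. The first way, with the authors' threshold at the HIBD background, is complete for Sham and HIBD, whose lowest summits are 6 fragments, but not for HIBD + SB, whose lowest summit is 7. Once this was seen, a second way was added in which all 3 lists were held to 1 common stricter threshold, that of the deepest list, and both are reported. Counts followed through every result are means over 20 draws and those in the tests of depth are means over 100 separate draws, so their values differ slightly. Ratios of all peaks and of peaks outside promoters, and the ratio of HIBD + SB to Sham promoter peaks, were added to the results followed through every setting after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.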

Results

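H3K9cr peaks of rat cerebral cortex, in coordinates of the build rn5, were compared between Sham, HIBD and HIBD + SB rats, with 2 IP libraries and 1 peak list per condition. The list of Sham held 23847 peaks over 5.22 Mb, that of HIBD 20611 peaks over 4.65 Mb and that of HIBD + SB 20309 peaks over 4.73 Mb. Peaks were narrow and low in every list, with median lengths of 185, 190 and 196 bp and median summits of 8, 8 and 9 fragments in Sham, HIBD and HIBD + SB. Summits of 10 fragments or fewer made up 86.1% of Sham peaks, 87.1% of HIBD peaks and 70.5% of HIBD + SB peaks, so most peaks rest on few fragments. The lowest background, the measure of depth used here, was 0.97 fragments in Sham, 0.775 in HIBD and 1.04 in HIBD + SB. By this measure HIBD was the shallowest list.

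The first comparison asks how hypoxia-ischemia changes the H3K9cr map. Promoters were the class whose share of peaks differed most, in percentage points, between Sham and HIBD. Sham had 5138 promoter peaks, 21.5% of its peaks (95% CI 21 to 22.1%), at 4180 genes, and HIBD had 3273, or 15.9% (15.4 to 16.4%), at 2784 genes. The ratio of HIBD to Sham was 0.637 for promoter peaks and 0.927 for peaks elsewhere. Exon peaks went the other way, with 512 in Sham (2.15%, 1.97 to 2.34%) and 902 in HIBD (4.38%, 4.11 to 4.66%). Promoter peaks lay mostly within the transcribed side of the TSS, 74% (72.8 to 75.2%) of them in Sham and 75% (73.5 to 76.5%) in HIBD. Thinned to the background depth of HIBD at the authors' threshold, a setting chosen after seeing the data as is the next, Sham had 4090 promoter peaks, 1.25 times the number in HIBD (counting interval 1.19 to 1.31), while outside promoters the order turned and HIBD had 17338 peaks against 13889. At 1 common stricter threshold HIBD had 2935 promoter peaks and Sham 3028, a ratio of 0.97, and HIBD had 1.6 times as many peaks elsewhere (1.56 to 1.64), so the shares of 16.4% and 24.4% differed there mainly through peaks outside promoters. The order outside promoters also turned at q of 0.001 or below, with a ratio of HIBD to Sham of 1.38.

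**Figure D1:**
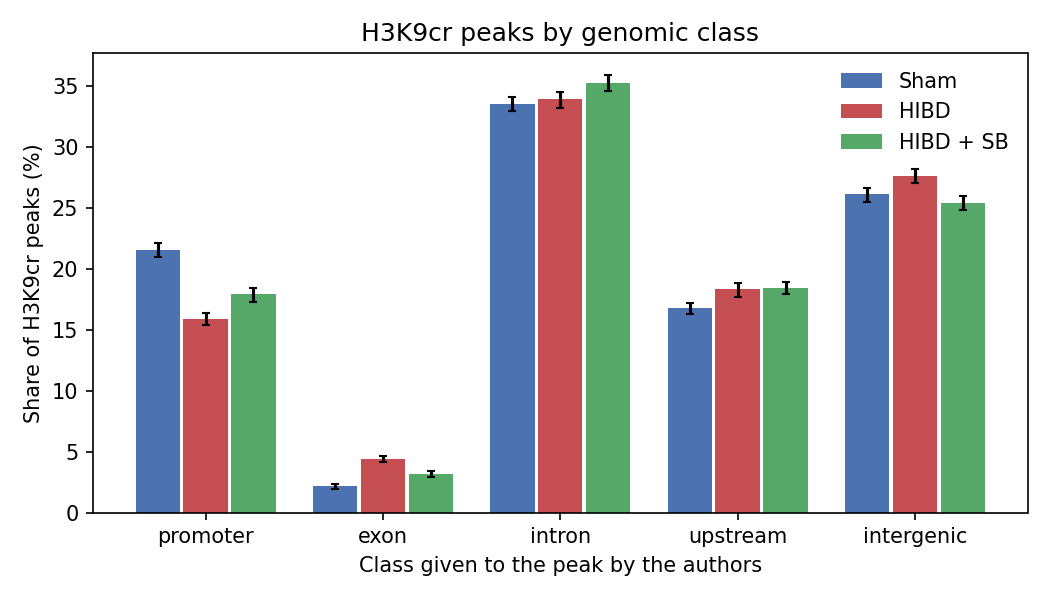
Share of H3K9cr peaks (y axis, percent of the peaks of a list) in each genomic class (x axis) for Sham, HIBD and HIBD + SB, with bars for the share and lines for its 95% Wilson interval, which covers counting error only. Promoter shares were 21.5%, 15.9% and 17.9%, and exon shares 2.15%, 4.38% and 3.15%.

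Among genes with a promoter peak in Sham and no peak of any class in HIBD, the highest folds were those of Elavl1 and Pdxdc1. Elavl1, an RNA-binding protein that stabilises transcripts, and Pdxdc1 led with a fold of 9.14 each. The Elavl1 peak (chromosome 12, 4615466 to 4615949) lay 869 bp inside the gene and the Pdxdc1 peak (chromosome 10, 2197894 to 2198084) 398 bp inside. A peak on chromosome 8 (47346404 to 47346737, fold 8.63) served both Rps25, a ribosomal protein, and its neighbour Trappc4, a vesicle tethering subunit. At a fold of 8.12 followed Cacnb1, a calcium channel subunit, Cox5b, a subunit of cytochrome c oxidase, Napa, which recycles SNARE complexes in membrane fusion, Nsmce2, Entpd6 and Scyl3. Such genes numbered 1522, of which 59 were unnamed loci.

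Genes with a promoter peak in HIBD and no peak in Sham numbered 603, with 21 unnamed loci. Wnt5b, a secreted Wnt ligand, had the highest fold, 10.1, at chromosome 4 (217428087 to 217428376), 1456 bp inside the gene. Entpd7 followed with 9.58 at chromosome 1 (270893496 to 270893798). Lrrc26 and Tpd52l2 had 8.45 and Tmem88b 8.43. A single peak on chromosome 4 (178571010 to 178571459, fold 8.3) served Htra2, a mitochondrial protease released in apoptosis, and Aup1, a lipid droplet protein. Cdk13 and Tmem40 also had 8.3. A ribosomal RNA copy, Rn5-8s, had 8.32 with a summit of 41 fragments, and as a repeat its value is uncertain.

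The strongest promoter peaks of Sham and HIBD were at different genes. In Sham they were Eif3c, a translation initiation subunit (fold 14.7, chromosome 1, 204960520 to 204960761), Taok2, a kinase (10.2), Bace1, the beta-secretase of amyloid precursor protein (9.65), Elavl1 and Pdxdc1. In HIBD they were Cyth1 and Dhcr7, the last enzyme of cholesterol synthesis (10.7 each), Rhob, a small GTPase, and Wnt5b (10.1 each), and Klc1, a kinesin light chain (9.62). Eif3c, Taok2, Bace1, Cyth1, Rhob and Klc1 had a promoter peak in each of the 3 lists. Their place at the top of a list thus marks no gain or loss of a listed peak, and signal was not compared between lists.

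Of the 19 gene lists and families, 13 had fewer members with a promoter peak in HIBD than in Sham, 3 had the same number and 3 had more. Over all 18539 genes the share with a promoter peak was 22% in Sham and 14.6% in HIBD. Fewer members in most lists thus follows the lists as a whole and alone marks no effect on a given set. Oxidative phosphorylation genes had 56 of 110 members with a promoter peak in Sham (50.9%, 41.7 to 60.1%) and 20 in HIBD (18.2%, 12.1 to 26.4%). Thinned to the HIBD background these were 49 and 20 at the authors' threshold, and 41 and 20 at the common stricter one. Cytoplasmic ribosomal proteins, some of them uncertain because of processed copies, had 43 of 100 members in Sham and 24 in HIBD, and housekeeping genes 22 and 13 of 35. Neuron and synapse genes had 15 of 48 in Sham and 12 in HIBD, with Vamp2, Stx1a, Nlgn2, Nrxn2 and Shank2 in both, and oligodendrocyte markers 4 and 3 of 19. Hypoxia response genes had 14 of 34 members in Sham, among them Ldha, Eno1, Slc2a1 and Pfkfb3, which had no promoter peak in HIBD, and 8 in HIBD, with Ddit4, Egln2, Hk1 and Bnip3 in both. Immediate early genes, which neurons switch on with activity, had 10 of 22 in each list, 7 of them shared. Microglia and macrophage markers had 1 member in Sham, Ctss, and 5 of 23 in HIBD, among them Aif1, C1qc, Spi1 and Tmem119. Endothelial and mural cell markers had 5 of 19 in Sham and 1 in HIBD, and astrocyte markers 5 and 1 of 17. Olfactory and vomeronasal receptors, which cortex does not express, had 0 of 1331 members in Sham and 1 in HIBD, and genes of other tissues 2 and 3 of 48. Brain development transcription factors had 7 of 43 in each list, of which 3, Cux1, Nfix and Tcf4, were shared.

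The order of Sham and HIBD turned under at least 1 other setting in 3 of the 19 lists. Neuron and synapse genes had 6 in Sham and 8 in HIBD at q of 0.001 or below, 7 and 9 at folds of at least the Sham median, and 8 and 12 at equal depth with the common threshold. The acyl-CoA list, with 12 and 10 of 46, had 5 and 8 at q of 0.001 or below and 5 and 9 at those folds, and the inflammation list 4 and 5 at that equal depth. With a promoter window of 5000 bp, endothelial markers had 6 and 5 and astrocyte markers 5 and 5, and with 1000 bp immediate early genes had 2 and 7.

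The lists were then set against random lists of like fold. Of oxidative phosphorylation genes with a promoter peak in Sham, 71.4% had none in HIBD, at percentile 94.6 of random lists. For housekeeping genes the share was 40.9%, at percentile 3.43, and for immediate early genes 30%, at percentile 1.96, with Arc, Junb, Nr4a1, Dusp1, Ier2, Jun and Fosl2 present in both. Of 18 lists with members in Sham, 0 lay above the central 95% of random lists and 1 below it, where chance gives 0.9 lists outside. Lists with few members could not lie above it. With every member absent, oligodendrocyte markers (4 of 4) and endothelial markers (5 of 5) reached only percentiles 91 and 93.7. For such lists the absence of a high percentile is no evidence, and the value of 0.9 does not hold.

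**Figure D2:**
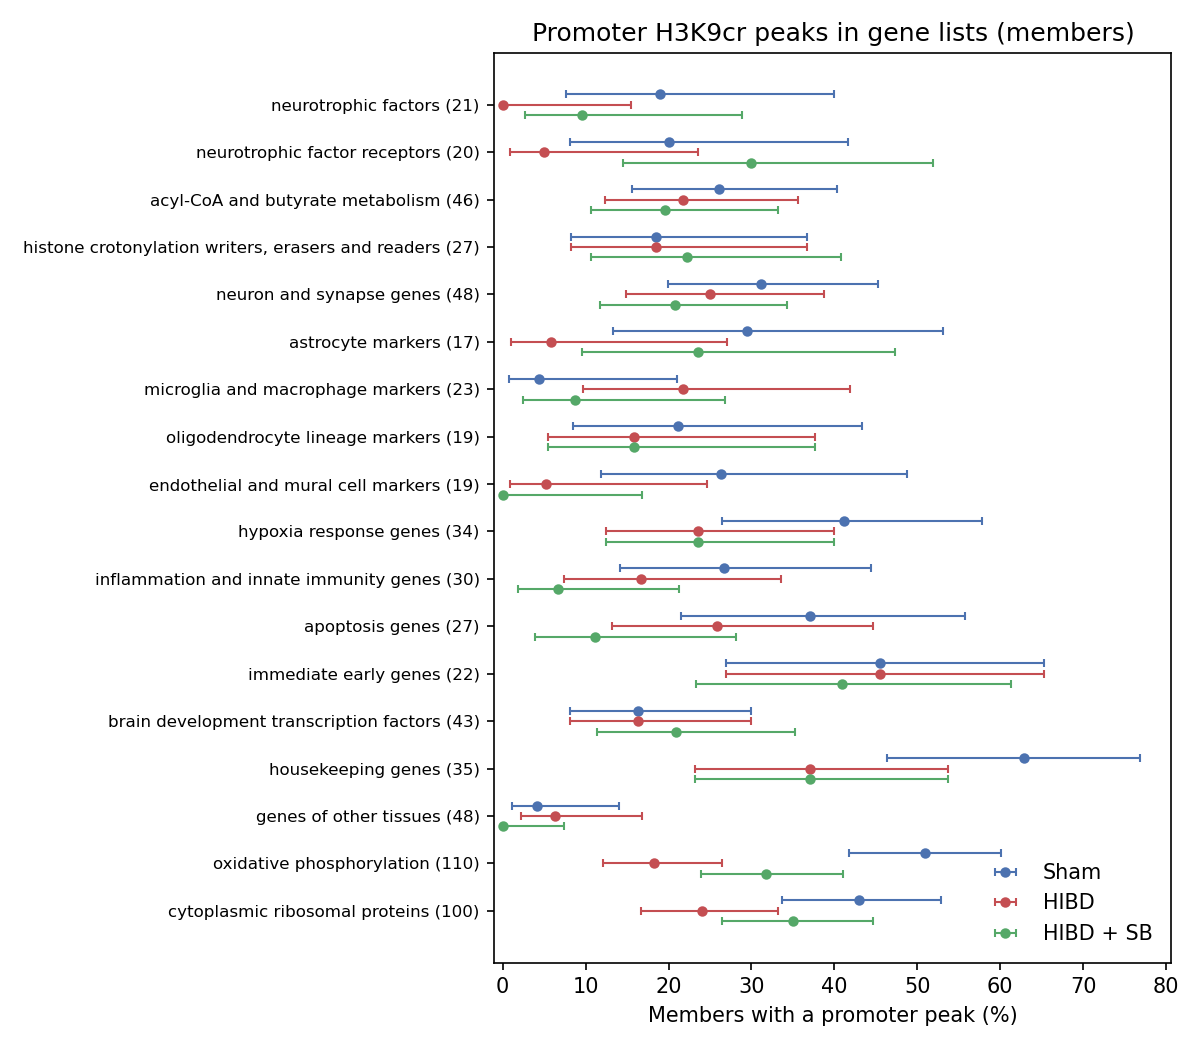
Members of each gene list or family with a promoter peak (x axis, percent of members; the number of members is in brackets) in Sham, HIBD and HIBD + SB, with points for the share and lines for the 95% Wilson interval. Oxidative phosphorylation genes had 50.9% in Sham, 18.2% in HIBD and 31.8% in HIBD + SB, and the olfactory family, near 0 in each list, is left out.

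The next comparison, HIBD against HIBD + SB, addresses what butyrate does to the injured cortex. HIBD + SB had 3629 promoter peaks, 17.9% of its peaks (17.3 to 18.4%), at 3008 genes, which is 1.11 times the number in HIBD. At equal background depth and the common stricter threshold, a setting chosen after seeing the data, the order turned, with 2309 promoter peaks in HIBD + SB against 2935 in HIBD, a ratio of 0.787, while the share stayed higher in HIBD + SB (18.8% against 16.4%) because HIBD had 15008 peaks outside promoters against 9959, 1.51 times as many (1.47 to 1.55). The number of promoter peaks after butyrate was thus not higher once the lowest backgrounds, which scale with fragment length as well as reads, were made equal. Of these 2 lists only HIBD + SB was thinned, at summits the caller had already selected, so the comparison may favour HIBD. It cannot decide whether depth explains the larger number. At q of 0.001 or below, HIBD + SB had 2539 promoter peaks and HIBD 2056. Exon peaks made up 3.15% (2.92 to 3.4%) of the HIBD + SB list.

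Genes with a promoter peak in HIBD + SB and no peak in HIBD numbered 924, with 55 unnamed loci. Wdr81, an endosomal protein, had the highest fold, 8.95, at chromosome 10 (62000930 to 62001465), 663 bp inside the gene. A peak on chromosome 4 (165234255 to 165234752, fold 8.84) served Elmod3 and Retsat, a retinol saturase. Eif3a, a translation initiation subunit, and Sars1, the seryl-tRNA synthetase, had 8.35. Asb8 and Sapcd2 had 7.85, and Ube2q1, Camkmt and Prepl 7.54, the last pair through 1 peak on chromosome 6 (8278344 to 8278576). Of these 10 genes, Eif3a and Sapcd2 had no peak in Sham and the others had a promoter peak there.

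In the other direction, 812 genes with 21 unnamed loci had a promoter peak in HIBD and no peak in HIBD + SB. Dhcr7 led with a fold of 10.7 at chromosome 1 (223875372 to 223875611) and had a promoter peak in Sham as well. Entpd7 (9.58), Tmem88b (8.43), Rn5-8s (8.32), Tmem40 (8.3) and Ager, the receptor for advanced glycation end products (7.89), had no peak in Sham either. Mib1, a ubiquitin ligase of the Notch pathway, and Rasgrp2 had 9.01, and Dhx35 and Tspyl4 8.45. The strongest promoter peaks of HIBD + SB belonged to Tle5 (10.3), Prrt2, a presynaptic protein (9.82), Nsd1, a histone H3 methyltransferase (9.33), Wdr81 (8.95) and C8g (8.84).

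From HIBD to HIBD + SB, 7 lists had more members with a promoter peak, 4 the same number and 8 fewer, an order that turned under at least 1 other setting in 5 of the 19. Over all 18539 genes the share was 14.6% in HIBD and 15.7% in HIBD + SB. Oxidative phosphorylation genes had 35 of 110 in HIBD + SB (31.8%, 23.9 to 41%), with Cox5b, Cox6b1, Atp5f1a, Atp5f1b, Sdhb and Ndufs8 among 16 genes that had a promoter peak in Sham and HIBD + SB and none in HIBD. At that equal depth the family had 21 members in HIBD + SB and 20 in HIBD. Neurotrophic factor receptors had 6 of 20 members in HIBD + SB, namely Ntrk2, Ntrk3, Cntfr, Igf1r, Fgfr3 and Gfra4, and 1 in HIBD, Ntrk2, the receptor of brain-derived neurotrophic factor, beside 4 in Sham; the 5 absent from HIBD lay at percentile 89.8 of random lists, and with a promoter window of 5000 bp the list had 8 and 4, with 4 in Sham. Astrocyte markers had 4 of 17 in HIBD + SB, with Gfap and Aldoc, against 1 in HIBD, Glul, and 5 in Sham, but 4 against 5 in HIBD with a promoter window of 5000 bp. The 5 microglial genes of the HIBD list had no promoter peak in HIBD + SB, at percentile 97.8 of random lists, and HIBD + SB had C1qa and Cd68; at q of 0.001 or below the list had 0, 3 and 1 in Sham, HIBD and HIBD + SB. Of 18 lists with members in HIBD, this list alone lay above the central 95% of random lists and housekeeping genes (percentile 1.43) alone below, where chance gives 0.9 lists outside. Lists with fewer members could not all lie above it, since genes of other tissues, with 3 of 3 absent, reached only percentile 93.1. Apoptosis genes had 10, 7 and 3 of 27 members in Sham, HIBD and HIBD + SB (12, 8 and 6 with a promoter window of 5000 bp), and inflammation genes 8, 5 and 2 of 30. For inflammation genes the order of HIBD and HIBD + SB turned under 1 of 9 other settings. In HIBD + SB, ribosomal proteins had 35 of 100, housekeeping genes 13 of 35, neuron and synapse genes 10 of 48, brain development factors 9 of 43, immediate early genes 9 of 22, hypoxia genes 8 of 34, oligodendrocyte markers 3 of 19, olfactory receptors 1 of 1331, and endothelial markers and genes of other tissues 0. Of HIBD + SB members absent from HIBD, 0 of 17 lists lay above the central 95% of random lists and 1 below it, the housekeeping genes at percentile 0.92. Small lists could not lie above it here either, since microglial markers, with 2 of 2 absent, reached only percentile 80.7.

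The last comparison follows genes with a promoter peak in Sham that was absent in HIBD and present with butyrate. There were 810 such genes, beside 671 absent only from HIBD + SB and 382 absent only from Sham, while 890 genes had a promoter peak in all 3 lists. By strength alone, with independent lists, 1045 genes (993 to 1098) were expected with the HIBD gap and 906 (857 to 955) with the HIBD + SB gap, so both counts lay below this chance value. The 382 genes absent only from Sham fell short too, against 549 (509 to 594) with HIBD as the reference. As every pattern fell short, the independence this model assumes is in doubt, and the 810 genes cannot be called fewer than chance. HIBD is shared by both comparisons, so part of any overlap may come from that 1 list. Of 2619 genes in Sham and not HIBD and 1736 in HIBD + SB and not HIBD, unrelated lists drawn from all 18539 genes would share 245. This value is too low as a measure of chance, since neither set can hold a gene of the HIBD list. In 417 of the 810 genes no peak of any class was assigned in HIBD. The highest Sham folds among these were those of Elavl1, Rps25, Trappc4, Cacnb1, Cox5b, Napa and Nsmce2, then Trib2 (8.12), and Capza1 and Emp3 (7.61). The HIBD + SB peak covered the same place in Cacnb1 (chromosome 10, 85761469 to 85761621), Cox5b (chromosome 9, 42912821 to 42913015) and Nsmce2 (chromosome 7, 100264173 to 100264320), and another promoter peak was shared in Napa and Capza1. In Elavl1, Rps25, Trappc4, Trib2 and Emp3 the promoter peaks of Sham and HIBD + SB did not overlap.

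Neurotrophic factors, the genes the study centres on, had 4 of 21 members with a promoter peak in Sham (19%, 7.67 to 40%), 0 in HIBD and 2 in HIBD + SB (9.52%, 2.65 to 28.9%). Manf, a factor that protects neurons under stress of the endoplasmic reticulum, had a promoter peak in Sham (chromosome 8, 114983548 to 114983699, fold 4.57, 8 fragments) and in HIBD + SB (114983346 to 114983557, fold 4.42, 8 fragments) and no peak in HIBD. Cdnf, its relative, had a promoter peak in Sham alone (chromosome 17, 80380184 to 80380349, fold 5.08, 9 fragments). Mdk, which encodes midkine, had 2 promoter peaks in Sham and none in the other lists, which had 7 and 5 peaks upstream of the gene in HIBD and HIBD + SB. Pspn had a promoter peak in Sham with a summit of 6 fragments, and Vegfa in HIBD + SB (chromosome 9, 16232889 to 16233207, fold 5.27). Counts of members with a promoter peak were also placed among random lists of the same size. They lay at percentile 38.6 in Sham, 1.8 in HIBD (0 of 21 members) and 23.6 in HIBD + SB. The promoter shares of the 3 lists have overlapping intervals. The 4 of 4 Sham members absent from HIBD lay at percentile 89.4 of random lists matched on fold. That is the highest value these 4 members could reach, so the test could not set them apart. At equal background depth and the common stricter threshold, Sham had 2 members, HIBD 0 and HIBD + SB 1, as rounded means over draws. The numbers in Sham, HIBD and HIBD + SB were 6, 2 and 3 with a promoter window of 5000 bp, 2, 0 and 1 with 1000 bp, and 1, 0 and 1 at q of 0.001 or below. No peak was assigned to Bdnf, Gdnf, Ntf3, Ntf4, Cntf, Igf1, Igf2, Fgf2, Hgf or Egf in any list, and Nrtn, Artn, Lif, Nrg1 and Ptn had peaks outside promoters only.

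Enzymes tied to crotonyl-CoA and its removal had promoter peaks in different lists, each a single peak of 8 to 10 fragments. Acads, which makes crotonyl-CoA from butyryl-CoA, had a promoter peak in Sham (chromosome 12, 49049004 to 49049323, fold 4.37) and none in HIBD or HIBD + SB. Ogdh, a subunit of the 2-oxoglutarate dehydrogenase complex, had one in HIBD (chromosome 14, 87376746 to 87376968, fold 5.18) and none in Sham or HIBD + SB. Of the deacetylases that also remove crotonyl groups, Hdac2 had a promoter peak in HIBD (chromosome 20, 44834987 to 44835161, fold 4.18), Hdac1 in HIBD + SB alone (chromosome 5, 151471972 to 151472140, fold 5.18), and Hdac3 in HIBD (chromosome 18, 30782085 to 30782256, fold 5.7) and HIBD + SB (30781867 to 30782057, fold 4.42). Acss2 and Crebbp had peaks outside promoters only, and Ep300 is not analysed here. The acyl-CoA list as a whole had 12, 10 and 9 of 46 members with a promoter peak in Sham, HIBD and HIBD + SB, and the writers, erasers and readers of the mark 5, 5 and 6 of 27. Of 9 other settings, the order of HIBD and HIBD + SB turned in 1 for the acyl-CoA list and in 2 for the writers, erasers and readers.

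**Figure D3:**
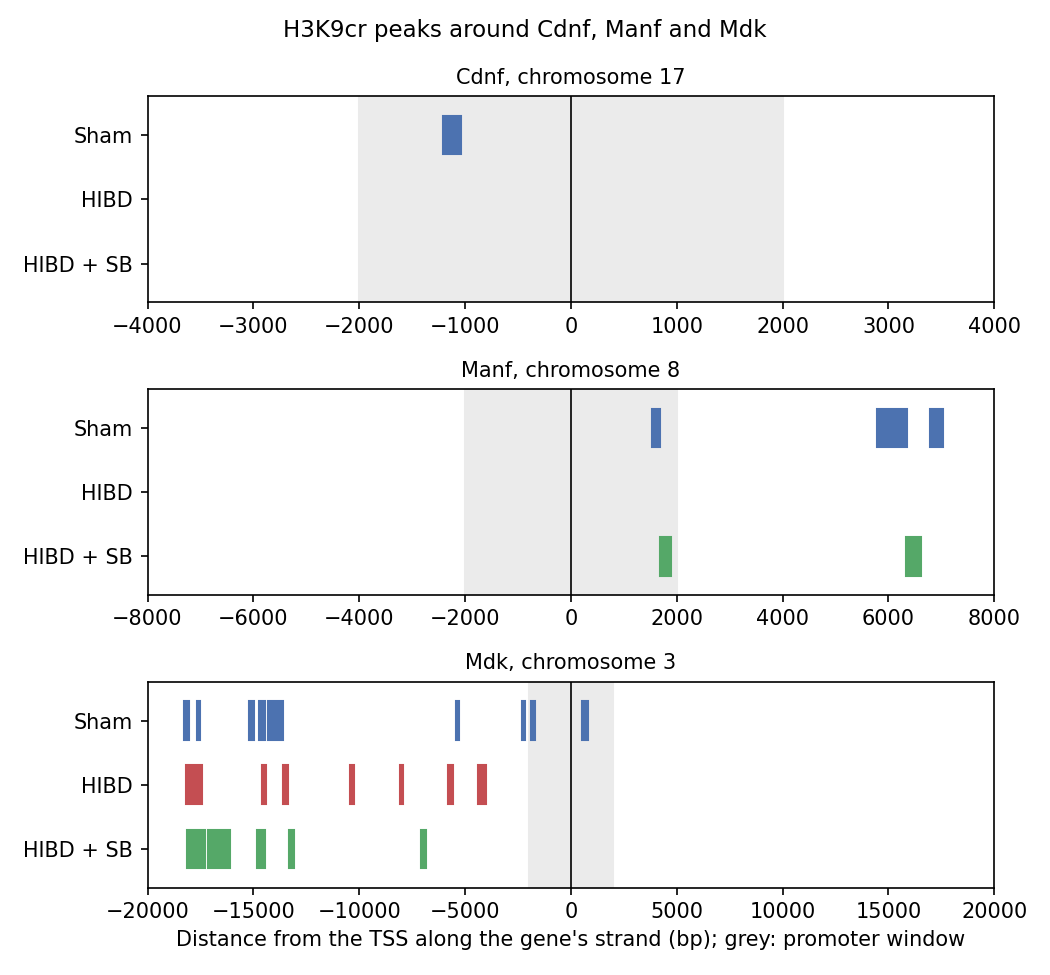
Positions of H3K9cr peaks (blocks, to scale) along the distance from the TSS (x axis, bp) of Cdnf, Manf and Mdk in Sham, HIBD and HIBD + SB, with the promoter window of 2000 bp either side in grey. Manf had a promoter peak in Sham and HIBD + SB, and Cdnf and Mdk in Sham.

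In raw shares, single positions were shared less than genes. Of Sham peaks, 9.95% (9.57 to 10.3%) were overlapped by an HIBD peak and 9.8% (9.42 to 10.2%) by an HIBD + SB peak, and of HIBD + SB peaks 12.3% (11.9 to 12.8%) by an HIBD peak. Random placement gave 0.444%, 0.445% and 0.469%, and shifts within the neighbourhood 2.36%, 2.37% and 3.08%. Promoter peaks of Sham were overlapped by HIBD in 13.7% (12.8 to 14.6%) and by HIBD + SB in 15.7% (14.7 to 16.7%). In the highest of 5 strata of Sham peaks by fold the share overlapped by HIBD was 17.4%, against 7.8% in the lowest. By gene the sharing was wider, with 37.3% (35.9 to 38.8%) of Sham promoter genes also in HIBD and 40.7% (39.2 to 42.2%) in HIBD + SB. Chance was higher for genes too, since independent lists would share 15% and 16.2%. Promoter positions of Sham were overlapped 5.98 times as often as shifted ones by HIBD and 6.83 times by HIBD + SB. As a ratio to chance the sharing by gene was therefore not larger. In percentage points it exceeded chance by more, since shifts of Sham promoter peaks gave 2.29% for HIBD. The 2 chance values also differ in kind, independent draws from all genes against shifts within the neighbourhood. Taok2, Bace1 and Uck1, the last chosen after its values were seen, had the Sham promoter peaks of highest fold that were overlapped in both other lists. With no replicate list, the overlap between lists of 1 condition is unknown, and differences between conditions cannot be set against it.

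**Figure D4:**
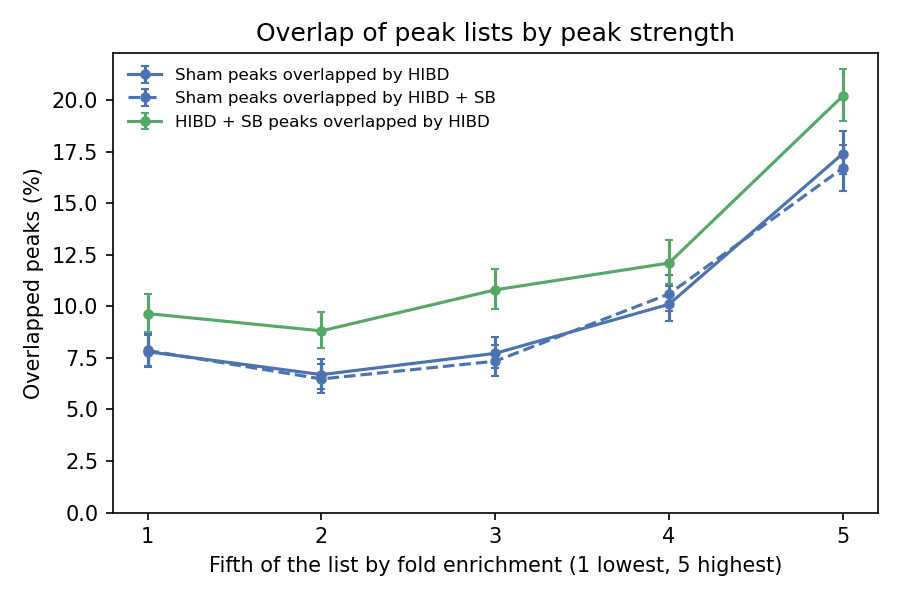
Share of peaks overlapped by a peak of another list (y axis, percent) by stratum of fold enrichment within the list, 5 in all (x axis, from lowest to highest), with points for the share and lines for the 95% Wilson interval. The share was highest in the top stratum of each list, 17.4% for Sham peaks overlapped by HIBD and 20.2% for HIBD + SB peaks overlapped by HIBD.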

Values the study reported

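The study reported 6007 promoter peaks of H3K9cr in the Sham group, 3752 in the HIBD group and 4220 in the HIBD + SB group, from equal numbers of reads. When H3K9cr and transcript changes were combined, it reported 14 genes lower in both in the HIBD group and 22 genes higher in both after sodium butyrate.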

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

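No paired analysis was possible because each condition has 1 peak list, so neither a replicate block nor leaving out a replicate was run. Keeping autosomes only, or dropping summits over 30, moved each main count by less than 1.5 times and left each share within its 95% interval. The share of promoter peaks was lower in HIBD than in Sham under the 11 settings that give it and than in HIBD + SB under 10 of 10, while HIBD over Sham promoter peaks ranged from 0.625 to 0.97 and HIBD + SB over HIBD from 0.781 to 1.23. At q of 0.001 or below, peaks were 9461 in Sham, 11638 in HIBD and 13172 in HIBD + SB, so the order of the lists turned; HIBD over Sham was 1.23 for all peaks and 1.38 outside promoters, HIBD + SB over HIBD 1.13 and 1.11, promoter peaks were 2519 in Sham, 2056 in HIBD and 2539 in HIBD + SB, so that HIBD + SB over Sham turned to 1.01, promoter shares 26.6%, 17.7% and 19.3%, Sham promoter genes 2323, overlap shares 10.4% (Sham by HIBD), 10% (HIBD + SB by HIBD) and 10.7% (Sham by HIBD + SB), genes absent only from HIBD 456 and only from HIBD + SB 332. At or above the Sham median fold, peaks were 13823, 12460 and 12945, Sham promoter peaks 3388, promoter shares 24.5%, 17.6% and 19.3%, overlap shares 8.67%, 10% and 8.47%, and HIBD + SB over HIBD turned to 1.04 for all peaks and 1.02 outside promoters. At equal list length the Sham promoter share was 22.5%, both overlap shares of Sham 10.4%, and HIBD over Sham outside promoters turned to 1.08. With a promoter window of 1000 bp, promoter peaks were 3173, 2080 and 2121, their shares 13.3%, 10.1% and 10.4%, and genes absent only from HIBD 514; with 5000 bp, promoter peaks were 5120 in HIBD and 5640 in HIBD + SB and the shares 31%, 24.8% and 27.8%. Reciprocal overlap of 50% gave overlap shares of 4.13%, 5.16% and 3.85%, and a gap of 1000 bp 26.7%, 31.2% and 26%, by the construction of the rule. The remaining settings were chosen after seeing the data. At a fold of at least 4, promoter shares were 22.5% in Sham and 16.4% in HIBD, overlap shares 9.3%, 11.6% and 9.24%, and HIBD + SB over HIBD for all peaks turned to 1.01. With rows of peak and transcript the promoter shares were 22.8%, 16.5% and 18.8%. Thinned to the HIBD background at the authors' threshold, the Sham promoter share was 22.7%, its overlap by HIBD 11%, and HIBD over Sham turned to 1.15 for all peaks and 1.25 outside promoters. At equal background depth with 1 common threshold, peaks were 12406 in Sham, 17943 in HIBD and 12261 in HIBD + SB, so that HIBD over Sham turned to 1.45 for all peaks and 1.6 outside promoters, promoter peaks 3027 and 2293, promoter shares 24.4% and 18.7%, Sham promoter genes 2743, promoter peaks of HIBD over Sham 0.97 and of HIBD + SB over HIBD 0.781, a reversed order, overlap shares 11.3%, 13.2% and 8.43%, and genes absent only from HIBD 408. Except for the gap, the overlap rule and the thinning, which act by construction, the cause was not tested. Of 598 values for gene lists and named genes under the settings, 507 stayed within 1.5 times, which does not keep the order of small counts: it turned in 3 of 19 lists for HIBD against Sham and in 5 for HIBD + SB against HIBD. Low summits limit all counts, since most peaks lie a few fragments above the threshold.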

Other observations

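Beyond the promoter, the stretch upstream of Mdk on chromosome 3 had several peaks in Sham, HIBD and HIBD + SB. The strongest of the HIBD + SB list there was at 87558603 to 87559450 (fold 8.84, 17 fragments). The Sham peaks overlapped in both other lists numbered 695 (2.91% of Sham peaks), and 208 of them were promoter peaks. The strongest lay upstream of Mir30a, a microRNA gene, on chromosome 9 (28361948 to 28362112), with folds of 15.1, 14.4 and 16.7 in Sham, HIBD and HIBD + SB, followed by peaks near Armc12 and Trim65, all named after their values were seen. Genes with 2 or more exon peaks numbered 42 in Sham, 126 in HIBD and 83 in HIBD + SB, with Rai1, a chromatin regulator, at 3, 6 and 1 exon peaks and Ppfia4 at 1, 5 and 1, both chosen after their values were seen. By chromosome, chromosome 12 held 4.49% of Sham peaks, 5.72% of HIBD peaks and 5.49% of HIBD + SB peaks, and chromosome 17 held 2.41%, 1.86% and 1.76%.

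Counted as rows of peak and transcript, promoter entries numbered 6007 in Sham, 3752 in HIBD and 4220 in HIBD + SB, while distinct promoter peaks numbered 5138, 3273 and 3629. The row counts equal the values quoted from the study above. The background floor was 0.97, 0.775 and 1.04 fragments in Sham, HIBD and HIBD + SB, although equal read numbers are stated for the peaks. By quantitative PCR the study found less H3K9cr at Bdnf, Manf and Cdnf in HIBD and more after butyrate. Its text names Ogdh as a further gene with this direction, where its figure legend names Gdnf. In the peak lists Manf had a promoter peak in Sham and HIBD + SB and Cdnf in Sham alone, and Bdnf had no peak assigned in any list. Of the genes on which text and legend differ, Ogdh had a promoter peak in HIBD alone and Gdnf no peak in any list. The study also examined H3K9cr peaks from sequencing at Bdnf, Manf, Ogdh and Cdnf, and compared regions between conditions with diffReps. That comparison was not repeated here, so a peak listed in a single condition shows no gain or loss of signal.

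In the tests that follow, those of the promoter share of HIBD + SB, of peak numbers at equal depth, inside and outside promoters, and of list-wide detection were chosen after the results were seen. The first pattern is the lower promoter share and number in HIBD. Thinned to the HIBD background, Sham had a promoter share of 22.7% (22.4 to 23.1% over 100 draws) against 15.9% in HIBD. At the common stricter threshold HIBD + SB had 18.8% against 16.4%. The promoter share rose with fold, from 17.5% in the lowest of 5 strata of Sham peaks to 30% in the highest. Removing weak summits could thus be expected to raise the share, and thinning cannot add peaks. Loss of weak summits alone therefore did not account for the lower share in HIBD, and other effects of depth were not tested. At the stricter threshold HIBD also had 1.6 times the Sham number of peaks outside promoters (1.56 to 1.64) and 1.51 times that of HIBD + SB (1.47 to 1.55). The share is low there mainly through peaks elsewhere. For the number of promoter peaks, thinned Sham had 1.25 times the HIBD number at the authors' threshold (counting interval 1.19 to 1.31), which argues against depth as the whole cause there, and 1.03 times (0.981 to 1.09) at the stricter threshold, where depth could account for the difference. HIBD + SB had 0.787 times the HIBD number (0.745 to 0.831) at the stricter threshold, so depth may account for its larger number, while its value of 0.911 (0.867 to 0.958) at the authors' threshold decides nothing, since summits of 6 fragments are missing from its list. By Western blot of brain tissue the study reported less H3K9cr in HIBD rats and more after butyrate. It described a similar trend by immunohistochemistry of the cortex. The peak lists do not measure the total amount of the mark. A weaker immunoprecipitation, or a general loss of the mark, as the only cause would give fewer peaks outside promoters too, if listed peaks follow the mark. The ratio of HIBD to Sham there was 1.6 at the stricter threshold, 1.25 at the authors' threshold and 0.927 without thinning. These values cannot decide, since most peaks rest on few fragments and the number that arise by chance was not measured. Background levels are also only a stand-in for depth. The thinning left the HIBD summits as they were, which may favour HIBD in these ratios. Either cause, alone or with a more uneven background in HIBD, and an effect of the injury stay open with 1 list per condition.

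The larger exon share of HIBD was a second pattern. Loss of weak summits with depth is argued against, since Sham thinned to the HIBD background had an exon share of 2.09% (1.96 to 2.2% over 100 draws) against 4.38% in HIBD. Thinning cannot add peaks, so other effects of depth were not tested. More reads from GC-rich sequence, another difference in the libraries and an effect of the injury stay open, since GC content was not measured here.

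The third pattern is the set of 810 genes with a promoter peak in Sham and HIBD + SB and none in HIBD. If each list detects promoters at its own overall rate, with no gene-specific return, 798 genes are expected (755 to 838 in 1000 simulations), with the rates fitted to these lists. The tested count of 810 was itself part of that fit, which draws the expected number toward it. The count is consistent with list-wide detection, and the genes of this set, Manf and Cox5b included, are not set apart as a group by these lists. Specific return of the mark at single genes with butyrate was not excluded, since sets smaller than the 200 genes planted in simulated data were not tried.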
